A study of Homo sapiens with 8 samples.

How the data were processed

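The data were 8 long-read RNA libraries from the human embryonic stem cell line H1. There were 2 repeats each of undifferentiated cells (hPSC) and of cells differentiated to ectoderm, endoderm and mesoderm. Per the labels' protocols, endoderm medium contained WNT3A and Activin A. Mesoderm medium contained VEGF, BMP4 and bFGF, with Activin A during the opening day. Ectoderm medium contained the inhibitors A83-01, PNU-74654 and Dorsomorphin. Polyadenylated RNA was sequenced on a PacBio Sequel II, per the labels. The labels also describe short-read libraries, which were not analysed here. Samples were grouped by the cell type in their titles.

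The authors deposited read counts per assembled transcript, for a combined assembly and for 1 assembly per group. The deposited values are whole raw counts with no normalization, and their totals differ between libraries. The 2 deposited endoderm columns were recorded under the unit expected counts. They hold whole raw counts like the other columns, were treated in the same way, and nothing was rounded. The authors' CPM tables hold the same counts divided by a library total from 15 to 59 reads below the sum of the listed counts, and they were used to check the counts. The transcripts come from StringTie, per the file headers, and carry gffcompare class codes against a reference annotation. The aligner, the counter, the software versions and the annotation release are not stated. How reads shared by similar copies were counted, and whether strand was used, is not stated either. The genome build was found from the data. Of 27176 multi-exon transcripts that match a reference transcript listed in GENCODE 29 under the same identifier, 26229 (96.5%) have the same introns there on GRCh38. Coordinates are therefore given as the deposited assemblies give them, on GRCh38.

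The combined count table lists 96614 transcripts, each with at least 1 read. Of these, 31818 carry a reference transcript identifier and were called known, and 1743 have no reference gene. Between 46101 and 75747 of them were detected in a library. Gene counts are sums over the transcripts that the assembly names for a gene. Another 9847 transcripts are listed under a gene only by an intronic, antisense or nearby position. They were counted as loci of their own, with the listed gene as an alternative chosen after the data were seen.

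Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr by group at a minimum count of 10, one quasi-likelihood fit (glmQLFit, glmQLFTest) over all 8 libraries, and Benjamini-Hochberg adjustment at 0.05. The groups were tested 2 against 2 with a shared estimate of the spread and no term for the repeat number. The edgeR and DESeq2 tests are two-sided. The SE of a log2 fold change is its size divided by the square root of the quasi-likelihood F. CPM values of named genes use the library total. Where all libraries of a group were at 0, the fold is a lower bound against a floor of 3 counts. Where they had 1 to 3 counts in all, the ratio of CPM pooled over repeats has a 95% exact conditional binomial interval, which covers counting error only. These bounds and ratios leave out the TMM factors of the tests. At gene level the factors were 1.29 and 1.30 in ectoderm, 1.11 and 1.12 in mesoderm, 0.759 and 0.711 in endoderm, and 1.06 and 0.835 in hPSC. With them, bounds for genes higher in ectoderm or mesoderm, or lower in endoderm, would be smaller. Transcript choice was tested with diffSpliceDGE within genes of at least 2 tested transcripts. Values per library were compared with an exact permutation test of the F statistic over the partitions of the 8 libraries into 4 pairs, where p is the share of partitions with an F at least as large. For detection at equal depth, each library was thinned at random to 503840 reads. The deposited assemblies were built at full depth, which thinning the counts does not change. Known and new transcripts were separated by the class code of the assembly.

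The tests were checked on simulated data with the real means, library sizes and dispersions. With 200 of 12440 simulated transcripts changed 4-fold, the transcript test recovered 68.5% for ectoderm, 56% for endoderm and 57.5% for mesoderm. The simulated counts were filtered again before the test, and changed transcripts that were filtered out counted as missed. From 2.14% to 9.68% of its calls were false. Because the real hPSC repeats differed more than those of the layers, these shares do not measure the false calls in the real data. The test of transcript choice recovered from 96.6% to 100% of genes in which the 2 most abundant transcripts, at least 4-fold apart, were exchanged. After the filter it covered from 1895 to 1920 simulated genes, against 2601 in the real data.

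The comparisons, tests, groups and alternatives listed here were chosen before the data were examined, except where stated. Lists of markers for pluripotency, ectoderm, endoderm and mesoderm, and of genes derived from or driven by transposable elements, were fixed then, as was the rule for other named genes. That rule took the 3 genes with the highest and the 3 with the lowest fitted fold change per layer among genes with an adjusted p under 0.05, a symbol and at least 10 CPM in both libraries of the higher group. For transcript choice it took the 2 genes per layer with the smallest p. A list of 22 amnion and trophoblast genes and a list of 12 lateral mesoderm genes were written later, after the fixed lists, with HAND1, TBX3, BMP4, TBXT, MIXL1, FOXF1 and ERVFRD-1, had been seen and before the values of the listed genes were. Alternatives chosen beforehand were DESeq2 1.42.0 (size factors in the edgeR fit, and its own Wald test), no filter, a filter of at least 10 counts in every library of a group, a minimum change of 2-fold, a term for the repeat number, a fit to the 4 libraries compared, the gene-level F test of transcript choice, multi-exon transcripts alone, at least 3 counts, the shares without the 50 most abundant transcripts, and leaving out each library. Corrections for GC content and transcript length, by a lowess trend of span 0.3 removed from each library, were added after the data were seen. GC content was known for 97.8% of tested genes and 98.3% of tested transcripts. Transcripts of 1000 to 3000 nt were added as a length-matched set, and transcripts held by at least 2 group assemblies as a set that depends less on 1 assembly. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and plots matplotlib 3.10.9.

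The planned comparisons of repeat-rich transcripts need a repeat annotation or a soft-masked genome sequence, which were not used here, so those comparisons were not analysed. With 2 libraries per group, precision is set by the totals of 503840 to 1180888 reads and by the spread between repeats. The labels name no molecular identifiers, so the intervals and floors cover counting error only.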

Results

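Polyadenylated RNA of human pluripotent stem cells (hPSC) and of ectoderm, endoderm and mesoderm cells differentiated from them in culture was sequenced as long reads on a PacBio Sequel II instrument. All cells came from H1, an established human embryonic stem cell line. The 8 libraries fell into 4 groups of 2 repeats, and every layer was compared with hPSC. The title of the series names the expression of transposable elements as its subject. The comparisons therefore addressed which genes, transcripts and transcript choices differ between pluripotent and differentiated cells, and what became of genes derived from or driven by such elements. The total count was 519306 and 562042 reads in the hPSC libraries, 1180888 and 967206 in ectoderm, 585558 and 586183 in endoderm, and 531106 and 503840 in mesoderm. A count of 0 allowed up to 3 counts, which was 5.78 and 5.34 CPM (counts scaled to the library total) in hPSC, 2.54 and 3.10 in ectoderm, 5.12 in both endoderm libraries, and 5.65 and 5.95 in mesoderm. These limits cover counting error only.

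The groups differed in the length of the transcripts behind their reads. The mean length per read was 4406 and 4650 nt in ectoderm and 3765 and 3840 nt in mesoderm, against 3298 and 3114 nt in hPSC and 3073 and 2975 nt in endoderm. The 50 most abundant transcripts of a library took from 8.33% of its counts, in ectoderm repeat 2, to 22.9%, in endoderm repeat 2. A transcript of ACTB was the most abundant in the hPSC, endoderm and mesoderm libraries, with up to 4.37% of the counts in endoderm. In both ectoderm libraries it was MT-CO1. Mitochondrial transcripts took 2.06% and 4.50% of the counts in hPSC and from 1.06% to 3.46% in the layers.

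**Figure D1:**
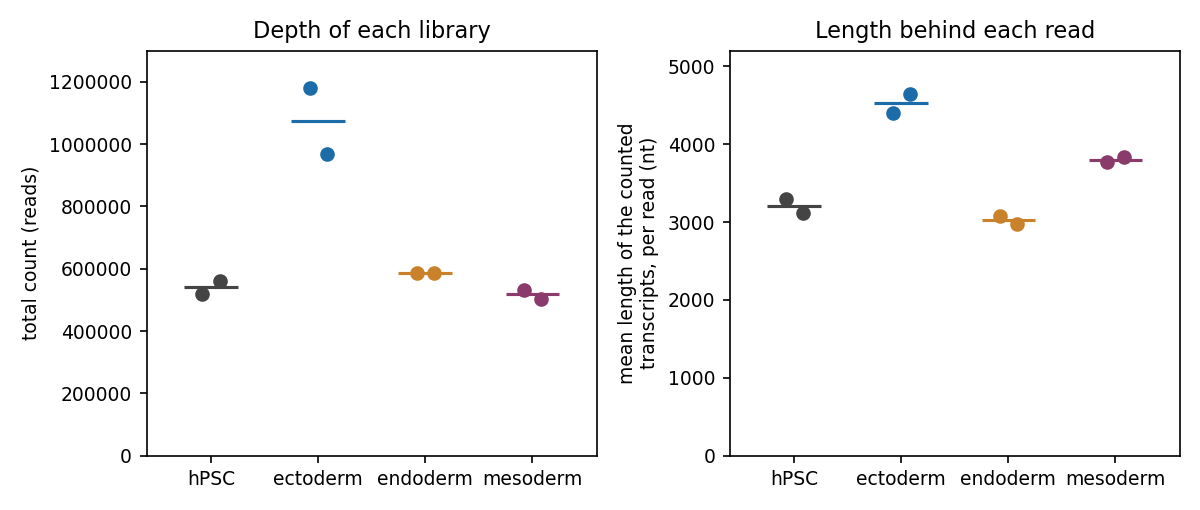
Depth and transcript length of the 8 libraries. The left panel shows the total count in reads and the right panel the mean length in nt of the transcript each read was counted for; points are libraries and lines are group means of 2 libraries. The ectoderm libraries have the highest counts, 1180888 and 967206, and the longest mean lengths, 4406 and 4650 nt.

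Repeats resembled each other more than libraries of different groups did. Across the 10844 genes tested, which are not independent replicates, Pearson's r of log2 CPM between repeats was 0.863 in hPSC, 0.965 in ectoderm, 0.933 in endoderm and 0.940 in mesoderm. Between libraries of different groups it ranged from 0.425 to 0.748. The counts of the repeats differed by more than sampling noise in every group, with a chi-square per degree of freedom of 8.36 in hPSC, 2.79 in ectoderm, 2.19 in endoderm and 1.68 in mesoderm.

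One transcript assembly was given for each group, so their sizes have no replicate check. The ectoderm assembly held 56063 transcripts, the mesoderm assembly 37161, the hPSC assembly 33375 and the endoderm assembly 31245. Single-exon transcripts made up 18.2% of the ectoderm assembly, 11.6% of the mesoderm assembly, 9.78% of the hPSC assembly and 9.10% of the endoderm assembly. The intron chain of a reference transcript was matched by 41.4% of the ectoderm transcripts, 51.9% of the mesoderm transcripts, 55.5% of the hPSC transcripts and 53.0% of the endoderm transcripts. Transcripts inside a reference intron numbered 5167 in ectoderm (9.22%), 1851 in mesoderm (4.98%), 1038 in hPSC (3.11%) and 788 in endoderm (2.52%). The order of the 4 assemblies by size was the same among multi-exon transcripts, of which there were 45870, 32835, 30110 and 28401. It was also the same among transcripts with at least 3 counts in their group. The combined assembly held 98350 transcripts. Of these, 69.1% were held by 1 group assembly and 11.2% by 4.

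The share of counts in transcripts that match no reference transcript differed between the groups. It was 24.4% ± 1.10 (SD, n = 2) in ectoderm, 19.1% ± 0.462 in mesoderm, 16.9% ± 0.788 in hPSC and 14.1% ± 0.0890 in endoderm, an exact permutation p of 0.00952. This is the smallest p that the partitions of 8 libraries into 4 pairs can give. The range of the group means, 10.3 percentage points, moved most when only transcripts held by at least 2 group assemblies were counted, to 3.73 percentage points, again with ectoderm highest and an exact permutation p of 0.0286. With every library thinned to 503840 reads, 60041 ± 345 transcripts (SD, n = 2) were detected in ectoderm, 55238 ± 774 in mesoderm, 49411 ± 3271 in hPSC and 43755 ± 781 in endoderm, with an exact permutation p of 0.00952. The assemblies had been built from all reads, so only the counts were brought to equal depth. The order depended on transcript length. Among transcripts of 1000 to 3000 nt, mesoderm had the highest mean, 17431 ± 130, and ectoderm had 16736 ± 515, hPSC 16973 ± 1105 and endoderm 15561 ± 360. The exact permutation p of that set was 0.143.

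**Figure D2:**
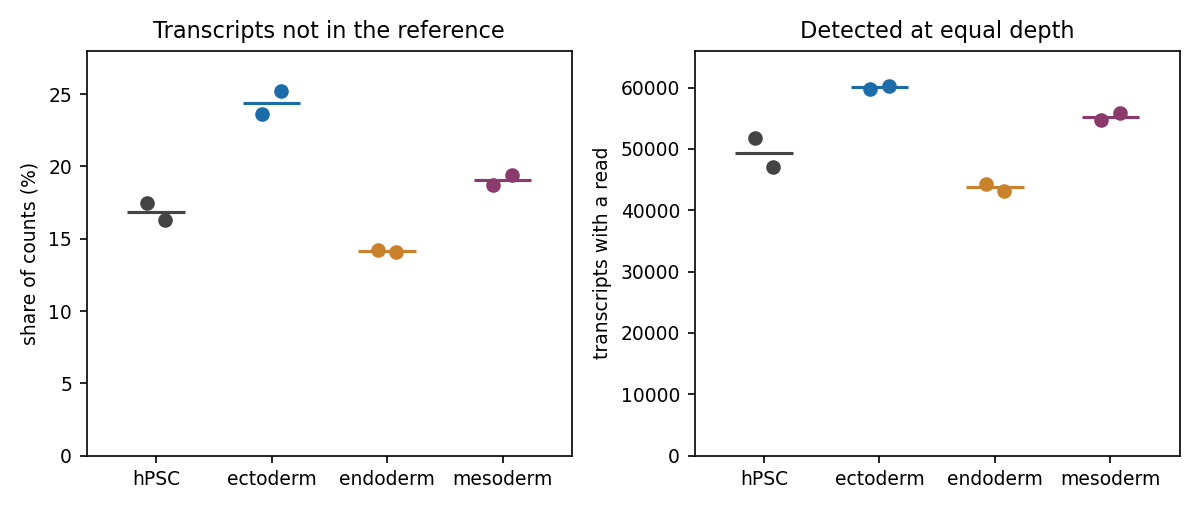
Share of counts in transcripts that match no reference transcript (left, percent) and transcripts with at least 1 read after thinning every library to 503840 reads (right). Points are libraries and lines are group means of 2 libraries; ectoderm is highest in both panels, with means of 24.4% and 60041 transcripts, and endoderm is lowest, with 14.1% and 43755.

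Reads were also sorted by the kind of transcript they were counted for, in 7 classes, each tested with the exact permutation test and adjusted over the 7. Transcripts inside a reference intron took 2.94% ± 0.237 (SD, n = 2) of the counts in ectoderm, 2.18% ± 0.161 in mesoderm, 1.62% ± 0.0481 in hPSC and 1.06% ± 0.000407 in endoderm. Transcripts with no reference gene took their largest share in hPSC, 1.12% ± 0.127, against 0.464% ± 0.0181 in ectoderm, 0.384% ± 0.0148 in endoderm and 0.266% ± 0.0221 in mesoderm. The exact permutation p was 0.00952 for both classes (adjusted 0.0111). The order of the intronic class changed when only transcripts held by at least 2 group assemblies were counted, 541 of them intronic. Their share was then highest in hPSC, at 0.373% ± 0.0234, with 0.326% ± 0.0147 in ectoderm (exact permutation p over the 4 groups 0.0190). The lowest adjusted value of the family was 0.0111 and the highest was 0.0190, for transcripts that share a junction with a reference transcript.

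At transcript level 12440 transcripts had enough counts to be tested with edgeR's quasi-likelihood test. Against hPSC, 5705 differed in ectoderm at a Benjamini-Hochberg adjusted p under 0.05, of which 2956 were higher and 2749 lower. In endoderm 3325 differed, 1631 higher and 1694 lower, and in mesoderm 4079 differed, 2049 higher and 2030 lower. Of these, 5473, 3256 and 3971 differed at least 2-fold. The alternative that moved these counts most was DESeq2's Wald test, which called 2899, 1606 and 2133 transcripts.

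The calls were spread unevenly over the classes of transcripts. Of the 109 tested transcripts with no reference gene, 78 were lower in ectoderm than in hPSC (71.6%), 71 were lower in endoderm (65.1%) and 78 were lower in mesoderm (71.6%). Of the 9709 tested transcripts that match a reference transcript, 23.8%, 13.6% and 16.5% were lower. The 109 came from 60 loci, and 69 of them were lower in all 3 layers. Counted with 1 transcript per locus, 31, 25 and 31 of the 60 loci were lower. The 3 loci with the most hPSC reads are described here after their values were seen. All 3 transcripts had 1 exon on GRCh38 and overlapped no RefSeq gene of that build. The transcript at chromosome 20, 40269399 to 40274776, had 359 and 590 counts in hPSC, 0 and 2 in ectoderm, 4 and 3 in endoderm and 0 in both mesoderm libraries. The transcript at chromosome 4, 179166512 to 179170222, had 307 and 493 counts in hPSC, 0 in both ectoderm and both mesoderm libraries, and 5 and 10 in endoderm. The transcript at chromosome 3, 112418447 to 112423018, had 288 and 433 counts in hPSC and at most 8 in any library of a layer.

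At gene level 10844 genes were tested. In ectoderm 5275 differed from hPSC (2584 higher, 2691 lower), in endoderm 2946 (1459 higher, 1487 lower) and in mesoderm 3807 (1834 higher, 1973 lower), each at an edgeR adjusted p under 0.05. DESeq2's Wald test moved these counts most, to 3356, 1835 and 2318. The common biological coefficient of variation was 0.212. In simulated counts with 200 genes changed 4-fold, the test recovered 80.5% of them for ectoderm, 67% for endoderm and 70.5% for mesoderm. From 4.73% to 5.85% of its calls there were false. The simulation gave each gene 1 dispersion in all libraries. The real hPSC repeats had a chi-square per degree of freedom of 8.36, against 1.68 to 2.79 in the layers. The false share of the real calls, all made against hPSC, was therefore not measured. Removing a trend on transcript length from each library left 3791 calls in ectoderm, of which 2924 were also made without it in the same direction. Removing a trend on GC content left 3887, with 2945 made in both. In the other layers the shared calls were more of the total: 2834 of 2946 in endoderm and 2979 of 3807 in mesoderm after the length correction, and 2361 and 3021 after the GC correction.

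**Figure D3:**
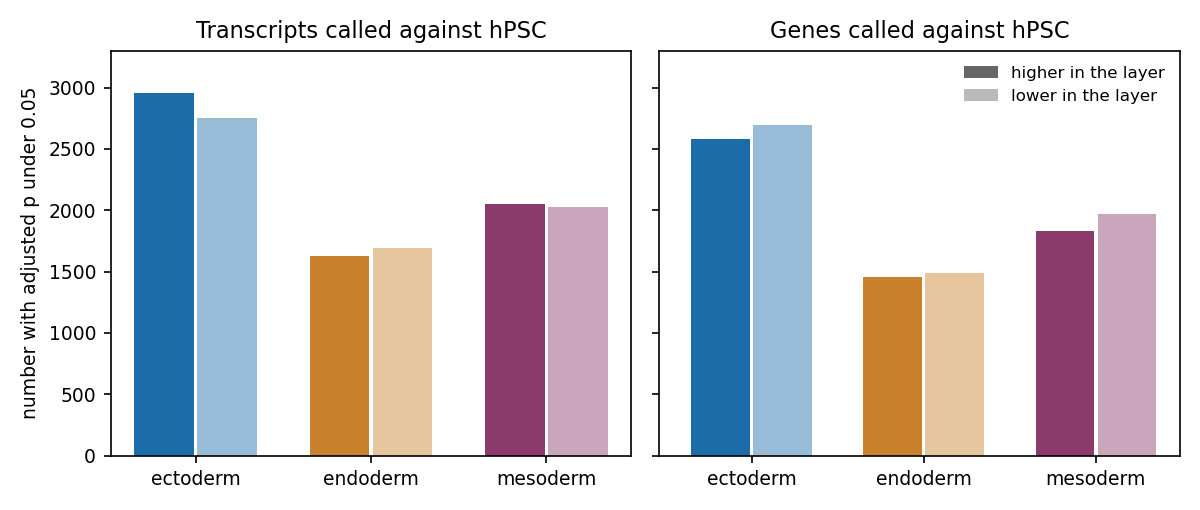
Number of transcripts (left) and genes (right) with an edgeR adjusted p under 0.05 in each layer against hPSC, 2 libraries per group. Full-colour bars count features higher in the layer and pale bars features lower in it; ectoderm has the most calls, 5705 transcripts and 5275 genes, and endoderm the fewest, 3325 and 2946.

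Because the 3 comparisons share the hPSC libraries, their overlap was set against 20 simulations of unchanged layers with the same shared libraries. In all 3 layers 739 genes were called, 493 of them in the same direction, 110 higher and 383 lower. No simulation gave a gene called in all 3, but at most 9 genes were called in any layer of a simulation. An overlap of 0 was therefore near certain there. It does not show whether 739 exceeds the overlap of layers that changed independently. The log2 fold changes of ectoderm and mesoderm had a Pearson's r of 0.609 across genes, against 0.531 on average and 0.548 at most in the simulations. For endoderm and mesoderm it was 0.287, against 0.501 in the simulations, and for ectoderm and endoderm 0.117, against 0.546. The simulated layers had no changed genes, so their fold changes varied together through the shared hPSC libraries alone. The simulated r therefore does not show what layers that changed independently would give, and the observed r was not judged against it. Calls made in 1 layer alone numbered 2175 in ectoderm, 1037 in endoderm and 895 in mesoderm. The differences between layers were not themselves tested.

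The pluripotency markers came first among the lists fixed beforehand, and all 8 were tested. In ectoderm 5 were lower than in hPSC, in endoderm 4 and in mesoderm 7, with the same numbers adjusted over the list alone, and none was higher. POU5F1 (ENSG00000204531.21, chromosome 6, 31164337 to 31170682 on GRCh38) had 671 ± 63.7 CPM in hPSC (SD, n = 2), 10.4 ± 8.70 in ectoderm, 111 ± 9.57 in endoderm and 5.90 ± 5.69 in mesoderm. Its log2 fold changes were -6.46 ± 0.50 (SE, edgeR adjusted p 2.35e-07), -2.25 ± 0.40 (adjusted p 0.000647) and -7.04 ± 0.57 (adjusted p 3.37e-07). Where a group had 1 to 3 counts in all, the ratio of CPM pooled over repeats is given with its 95% interval from counting error. NANOG (chromosome 12, 7787794 to 7799146) had 208 counts in hPSC, 3 in ectoderm and 1 in mesoderm, 138-fold (46.5 to 673) and 199-fold (35.3 to 7900) lower. It did not differ in endoderm, at -0.22 ± 0.38 (edgeR adjusted p 0.722). TDGF1 did not differ in endoderm either, at -0.32 ± 0.32 (adjusted p 0.506), with 452 and 351 counts. In ectoderm it had 2 and 1 counts, 761-fold lower (260 to 3698), and in mesoderm 0 and 2, 550-fold lower (152 to 4550). POU5F1 and NANOG have pseudogenes with near-identical sequence, and how reads shared with them were counted is not stated. SOX2 (chromosome 3, 181711858 to 181714436) had 0 counts in all 4 endoderm and mesoderm libraries, at least 14.2-fold and 12.2-fold lower than hPSC. Its hPSC level rested on repeat 1, with 71 counts against 5 in repeat 2. The log2 difference to either layer, taken from log2 CPM, was -6.63 without repeat 2 and -3.15 without repeat 1. With 0 counts in the layers, both values depend on the count added before taking logs, and neither is a bound. The bounds of 14.2-fold and 12.2-fold would be lower with repeat 2 alone.

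**Figure D4:**
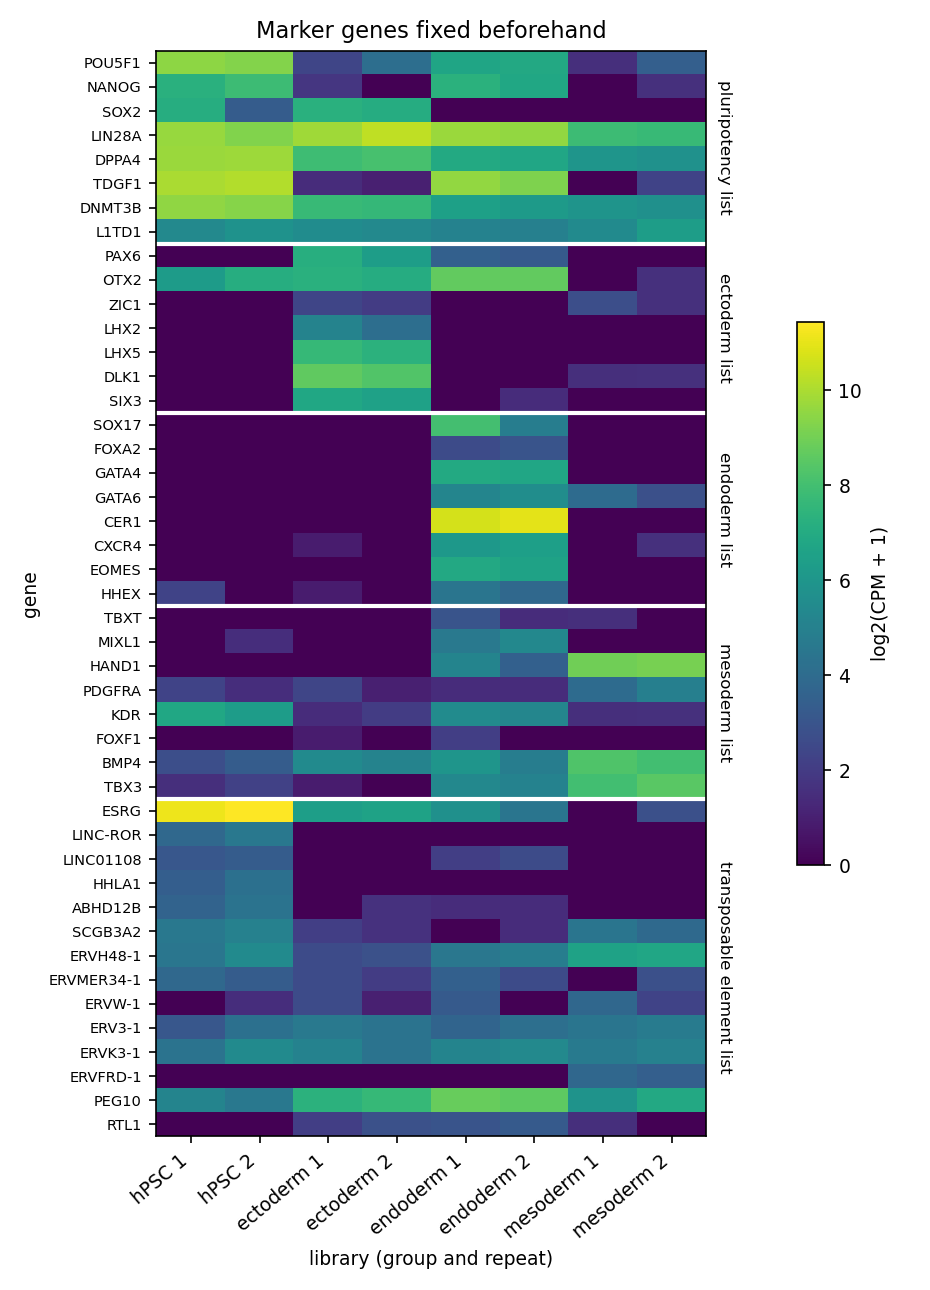
Expression of the marker genes fixed beforehand in each of the 8 libraries, as log2(CPM + 1) on the colour scale, with genes in rows grouped by list and libraries in columns. CER1 is seen in endoderm alone, with 974 and 1181 counts, HAND1 is highest in mesoderm, with 263 and 274 counts, and ESRG is highest in hPSC, with 1158 and 1551 counts.

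Of the ectoderm markers 5 were tested, and 4 of them were higher in ectoderm, also when adjusted over the list alone. Among the markers not tested, SOX1 had no reads. ZIC1 had 5 and 3 counts in ectoderm and LHX2 had 40 and 16, both with 0 in hPSC. DLK1 (ENSG00000185559.16, chromosome 14, 100726892 to 100738224) had 468 and 312 counts in ectoderm and 0 in hPSC, at least 62.2-fold higher. This bound, like those of the other genes higher in ectoderm, uses library-total CPM and would be smaller with the TMM factors of the tests. LHX5 (chromosome 12, 113462033 to 113471871) had 235 and 156 counts and 0 in hPSC, at least 31.2-fold higher (edgeR adjusted p 4.12e-06), but its adjusted p was 0.154 with DESeq2's Wald test, in a range from 9.64e-07 to 0.154 over the alternatives. PAX6 had 170 and 79 counts in ectoderm, at least 19.5-fold higher than hPSC, and 6 and 5 counts in endoderm. SIX3 had 133 and 88 counts, at least 17.6-fold higher. OTX2 did not differ in ectoderm, at -0.05 ± 0.37 (edgeR adjusted p 0.918), was higher in endoderm, at 2.21 ± 0.37 (adjusted p 0.000466), and was lower in mesoderm, with 1 count against 118 in hPSC, 113-fold (19.9 to 4498; adjusted p 6.16e-06). Thus 2 of the 5 were higher in endoderm, and in mesoderm none was higher and 1 was lower, with equal numbers adjusted over the list alone. Other genes were named by the size of the fitted fold change. Against 0 counts that size is not measured, so the bounds do not rank these genes above others. In ectoderm the rule took DLK1, LIX1 and LHX5 among the genes that were higher. LIX1 had 360 and 285 counts in ectoderm and 0 in hPSC, at least 51.9-fold higher. Among those that were lower it took LINC01013, TDGF1 and LINC02700. LINC01013 fell from 131 and 121 counts to 0, at least 75.4-fold lower, and LINC02700 from 34 and 53 counts to 0, at least 25.8-fold lower.

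All 6 of the endoderm markers that were tested were higher in endoderm, over all genes and adjusted over the list alone. FOXA2 and HHEX, also on the list, had too few counts to be tested. FOXA2 had 3 and 4 counts in endoderm and 0 in hPSC, and HHEX had 12 and 8 against 2 and 0. CER1 (ENSG00000147869.5, chromosome 9, 14719724 to 14722733) had 1839 ± 248 CPM in endoderm (SD, n = 2) and 0 counts in the other 6 libraries, at least 318-fold higher than hPSC. GATA4 had 72 and 64 counts, EOMES 70 and 56, GATA6 21 and 28, and CXCR4 40 and 50, each against 0 in hPSC. SOX17 (chromosome 8, 54457935 to 54460892) differed between the endoderm repeats, with 150 and 16 counts, and had 0 in every other library. It was at least 24.5-fold higher than hPSC (edgeR adjusted p 0.00075), with an adjusted p of 0.193 in DESeq2's Wald test and a range from 3.77e-06 to 0.193 over the alternatives. Without endoderm repeat 1 its log2 difference, taken from log2 CPM, was 4.89, and without repeat 2 it was 7.99. With 0 counts in hPSC, both values depend on the count added before taking logs, and neither is a bound. The 24.5-fold bound rests mostly on repeat 1 and would be lower with repeat 2 alone. None of the 6 was called in ectoderm and 1, GATA6, was called higher in mesoderm. The rule took CER1, LEFTY1 and FGF17 among the genes higher in endoderm. LEFTY1 (chromosome 1, 225886279 to 225889146) had 1198 and 1034 counts in endoderm and 0 and 1 in hPSC, 2060-fold higher (369 to 81394; edgeR adjusted p 1.19e-07). It has a close paralog, LEFTY2, and reads that could be shared are uncertain. FGF17 had 792 and 776 counts against 1 and 0, 1447-fold higher (259 to 57191). Among the genes lower in endoderm it took VSNL1, at least 16.2-fold, CNMD, at least 15.8-fold, and TUBB4A, at least 10.9-fold lower, all with 0 counts in endoderm. These bounds would be smaller with the TMM factors.

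Of the 5 tested mesoderm markers 3 were higher in mesoderm and 1 was lower. HAND1 (ENSG00000113196.3, chromosome 5, 154474970 to 154478227) had 263 and 274 counts in mesoderm and 0 in hPSC, at least 89.9-fold higher (edgeR adjusted p 5.38e-07). Bounds of genes higher in mesoderm would be smaller with the TMM factors. BMP4 rose by 4.97 ± 0.48 on the log2 scale (SE, adjusted p 1.74e-06) and TBX3, with 3 counts in hPSC and 312 in mesoderm, was 109-fold higher (36.8 to 530; adjusted p 2.98e-07). KDR went from 101 counts to 2, 48.3-fold lower (13.0 to 405; adjusted p 1.64e-06). MIXL1 had 0 counts in both mesoderm libraries, TBXT had 1 and 0, and FOXF1 had 0. PDGFRA, too rare to be tested, had 8 and 15 counts in mesoderm and 2 and 1 in hPSC, 8.01-fold higher (2.42 to 41.7). In endoderm 4 of the 5 were higher, MIXL1, HAND1, BMP4 and TBX3. There KDR was not called over all genes (adjusted p 0.0613), and it was lower when adjusted over the list alone. In ectoderm 1 was higher, BMP4, and 1 lower, KDR. The numbers adjusted over the list alone were otherwise equal to those over all genes. The rule took LUM, ANXA1 and HAND1 among the genes higher in mesoderm. LUM (chromosome 12, 91102624 to 91111494) had 291 and 334 counts against 0, at least 104.8-fold higher, and ANXA1 had 265 and 292 against 0, at least 93.3-fold higher. Among those lower it took MIR302CHG, LCK and ESRG. MIR302CHG (chromosome 4, 112646719 to 112648740), the host gene of a microRNA cluster, had 551 and 420 counts in hPSC and 0 in mesoderm, at least 152-fold lower. It was also lower in ectoderm, at -1.14 ± 0.30 (edgeR adjusted p 0.0056), and did not differ in endoderm, at -0.31 ± 0.29 (adjusted p 0.473). LCK went from 85 and 146 counts to 0, at least 35.6-fold lower.

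Genes derived from or driven by transposable elements, fixed as a list of 15, all had reads, and 7 had enough to be tested. In ectoderm 1 was higher and 3 were lower than in hPSC, in endoderm 1 was higher and 2 were lower, and in mesoderm 2 were higher and 1 was lower, with the same numbers adjusted over the list alone. The tested genes of the list therefore had no common direction. ESRG (ENSG00000265992.1, chromosome 3, 54628680 to 54639857), a long noncoding RNA, had 2495 ± 375 CPM in hPSC (SD, n = 2), 89.9 ± 7.38 in ectoderm, 36.7 ± 23.0 in endoderm and 2.98 ± 4.21 in mesoderm. Its log2 fold changes were -5.24 ± 0.46 in ectoderm (SE, edgeR adjusted p 7.43e-07) and -5.78 ± 0.49 in endoderm (adjusted p 1.37e-06). In mesoderm it had 0 and 3 counts, 864-fold lower (295 to 4193; adjusted p 8.59e-08). The envelope-derived ERVH48-1 went in different directions, at -2.93 ± 0.52 in ectoderm (adjusted p 0.000375), -0.07 ± 0.46 in endoderm (adjusted p 0.941) and 1.41 ± 0.39 in mesoderm (adjusted p 0.0116). The last of these had an adjusted p of 0.064 with DESeq2's Wald test, in a range from 0.00616 to 0.064 over the alternatives. PEG10 (chromosome 7, 94656301 to 94669695) was higher in each layer, by 2.23 ± 0.39 in ectoderm, 4.17 ± 0.39 in endoderm and 1.38 ± 0.41 in mesoderm (edgeR adjusted p 0.000317, 2.69e-06 and 0.0159). In mesoderm it had an adjusted p of 0.0601 after the length correction, in a range from 0.0112 to 0.0601 over the alternatives. SCGB3A2 was lower in ectoderm, at -3.65, and in endoderm, with 1 count against 30, 32.5-fold (5.40 to 1326). L1TD1, ERV3-1 and ERVK3-1 were not called in any layer, and L1TD1 was lower in ectoderm, at -1.87, after the GC correction alone (adjusted p 0.00136, in a range from 0.00136 to 0.458 over the alternatives). The other genes were too rare to be tested. In hPSC LINC-ROR had 7 and 13 counts and HHLA1 5 and 10, with 0 in the other 6 libraries. ABHD12B had 6 and 11 counts in hPSC and at most 2 in any other library. LINC01108 had 4 and 5 in hPSC, 2 and 3 in endoderm and 0 elsewhere. ERVMER34-1 had 7 and 5 in hPSC and at most 6 in any other library. Others were highest in a layer. ERVFRD-1 had 7 and 5 counts in mesoderm, with 0 elsewhere. RTL1 had 0 in hPSC and up to 6 in a layer, and ERVW-1 had 0 and 1 in hPSC and up to 7. Counts of members of repeat families are uncertain where reads could be placed at more than 1 copy.

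Transcript choice within genes was tested in 2601 genes with at least 2 tested transcripts, with edgeR's diffSpliceDGE and the Simes method. It differed from hPSC in 72 genes in ectoderm, 56 in endoderm and 78 in mesoderm at an adjusted p under 0.05. The alternative that moved these counts most, by ratio, differed between the layers. For ectoderm the length correction gave 1514 genes, for mesoderm the gene-level F test gave 184, and for endoderm leaving out either ectoderm library gave 13. The 2 genes with the smallest p per layer are given next. In TRO (chromosome X, 54920811 to 54931429), the reference transcript ENST00000375022.8 took 8.10% ± 1.32 (SD, n = 2) of the gene's tested counts in hPSC and 0.297% ± 0.106 in ectoderm (edgeR adjusted p 9.64e-07). In TFPI on chromosome 2, a transcript of 2 exons at 187557980 to 187565803 took 100% in hPSC, with 10 and 11 counts, and 1.09% ± 1.54 in ectoderm. There a transcript of 9 exons at 187464230 to 187554435 took 98.9% ± 1.54, with 90 and 85 counts (edgeR adjusted p 4.3e-05). The TFPI transcripts do not overlap. In CDIP1 on chromosome 16, ENST00000563332.6 went from 89.5% ± 3.63 of the counts in hPSC to 19.9% ± 0.518 in endoderm, and ENST00000567695.6 from 10.5% ± 3.63 to 80.1% ± 0.518 (edgeR adjusted p 0.000225). In POLR3C on chromosome 1, ENST00000698751.1 went from 12.2% ± 1.14 in hPSC, with 3 and 4 counts, to 93.8% ± 4.37 in endoderm, with 49 and 63 (edgeR adjusted p 0.000225). In IVNS1ABP on chromosome 1, ENST00000367498.8 went from 93.6% ± 0.774 in hPSC to 54.3% ± 6.56 in mesoderm. A longer transcript that contains a reference transcript, of 5125 nt, rose from 1.87% ± 0.0905 to 33.8% ± 5.72 (edgeR adjusted p 9.54e-08). In SLC29A1 on chromosome 6, ENST00000371755.9, which starts at 44223541, went from 81.6% ± 2.54 to 43.4% ± 1.51 in mesoderm. ENST00000393844.7, which starts upstream at 44219615, rose from 3.08% ± 1.96 to 33.0% ± 0.453 (edgeR adjusted p 3.45e-05).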

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

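The corrections for GC content and length, the length-matched sets, the set of transcripts held by at least 2 group assemblies, the wider gene definition, the wider definition of known transcripts, and the alternatives for the 7 transcript classes were chosen after the data were seen.

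The counts of called transcripts and genes stayed within 1.5 times their values with DESeq2's size factors, with no filter, with the filter of 10 counts in every library of a group, with a minimum change of 2-fold and with the GC and length corrections. The transcripts called changed more than the totals. Of the 5705 in ectoderm, 3037 were called again in the same direction after the length correction, 3215 after the GC correction and 4596 with no filter. In endoderm these were 3168, 2609 and 2484 of 3325, and in mesoderm 3236, 3341 and 3115 of 4079. With DESeq2's size factors, the median log2 fold change of all genes moved by at most 0.0478. That of all transcripts moved from 0.01 to 0.11 in ectoderm, from -0.17 to -0.14 in endoderm and from 0.04 to 0.11 in mesoderm. With no filter the ectoderm transcripts called rose to 8069, of which 68.3% were higher, against 51.8% of the 5705, and the ectoderm genes called rose to 6371, of which 59.3% were higher. DESeq2's Wald test gave lower counts: 2899, 1606 and 2133 transcripts and 3356, 1835 and 2318 genes in ectoderm, endoderm and mesoderm. Of those genes 44.6%, 58.2% and 43.8% were higher, against 49.0%, 49.5% and 48.2% of the genes called by edgeR. Of those genes 3354, 1827 and 2316 were also called by edgeR in the same direction. The cause was not tested. With only the 4 libraries compared in the fit, mesoderm gave 2592 transcripts and 2471 genes, where 8507 transcripts and 8648 genes were tested in place of 12440 and 10844. Counting every transcript listed under a gene gave 5384, 2974 and 3877 genes.

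Repeat numbers are shared by the groups, and the labels do not say that a number marks a batch. The pairing was checked by the correlation between groups of the log2 ratio of repeat 1 to repeat 2. It ranged from -0.0324 to 0.133, so the numbers were taken as names. With the repeat number as a block, 5332, 3030 and 3784 transcripts and 5103, 2798 and 3615 genes were called in ectoderm, endoderm and mesoderm. Transcript choice under the block was called in 48, 31 and 57 genes. None of the 102 gene-level results checked for single genes lost or gained its call under the block.

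Transcript choice depended most on the processing. The gene-level F test called 150, 132 and 184 genes, and each set held all of the 72, 56 and 78 genes called by the Simes method. The length correction gave 1514 genes in ectoderm and 152 in mesoderm, 62 and 70 of them called without it, and 64 in endoderm. A trend taken across genes shifts transcripts of 1 gene by their lengths, so these counts also measure the correction itself. The counts ranged from 35 to 46 genes in ectoderm, from 13 to 25 in endoderm and from 44 to 63 in mesoderm across the fits that each left out 1 library of a layer not compared. These fits tested more genes, from 3291 to 3534 for endoderm against 2601. For endoderm the count was 13 without either ectoderm library and 21 and 25 without a mesoderm library. The cause was not tested. Leaving out a compared library left 1 in its group and was not tested.

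Leaving out 1 library of a compared group left 1 library there, so no call was tested. The direction of genes already called is nearly fixed by their selection and was not taken as a check. The fits that left out 1 library of a layer not compared called at least 4715 of the 5275 genes in ectoderm, 2414 of 2946 in endoderm and 3184 of 3807 in mesoderm again in the same direction. For transcripts these were 5105 of 5705, 2765 of 3325 and 3435 of 4079.

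The range of the group means of the share of counts in transcripts that match no reference transcript was 7.92 percentage points in multi-exon transcripts, 8.61 without the 50 most abundant transcripts, 9.83 with contained transcripts as known and 4.19 at 1000 to 3000 nt. Each kept ectoderm highest and endoderm lowest at the smallest possible p. In transcripts held by at least 2 group assemblies it was 3.73, in the same order of ectoderm and endoderm, with an exact permutation p of 0.0286. It ranged from 9.50 to 11.1 when 1 library was left out. The range of the transcripts detected at equal depth was 11254 at 3 or more counts and 11760 for multi-exon transcripts, 3940 in transcripts held by at least 2 group assemblies, and from 15734 to 16839 when 1 library was left out, with ectoderm highest. At 1000 to 3000 nt it was 1871, with mesoderm highest and an exact permutation p of 0.143. Of the 7 transcript classes, 2 had another group highest in transcripts held by at least 2 group assemblies. The intronic share was highest in hPSC in place of ectoderm, with a range of 0.193 percentage points (exact permutation p 0.0190). So was the share on the opposite strand, with a range of 0.0205 percentage points (exact permutation p 0.105).

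The assembly sizes stayed within 1.5 times among multi-exon transcripts and at 3 or more counts.

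Of the 510 values of the 102 single-gene results under other tests, 5 changed side of the threshold: 4 were weaker and 1 stronger. Weaker were LHX5 in ectoderm (adjusted p 0.154), SOX17 in endoderm (0.193) and ERVH48-1 in mesoderm (0.064) with DESeq2's Wald test, and PEG10 in mesoderm (0.0601) with the length correction. L1TD1 in ectoderm was stronger with the GC correction (0.00136).

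The numbers of list genes called changed by 1 at most for the lists fixed beforehand. With only the 4 libraries compared, 1 fewer was higher in endoderm on the ectoderm and mesoderm lists, and none of the endoderm list was higher in mesoderm. The lower pluripotency genes went from 4 to 3 in endoderm and from 7 to 6 in mesoderm. DESeq2's Wald test left 3 ectoderm markers and 5 endoderm markers higher in their own layers. In mesoderm 1 of the genes derived from or driven by transposable elements stayed higher with that test or the length correction. The GC correction made 6 pluripotency genes lower in ectoderm.

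The planned comparisons of repeat-rich transcripts and of their share of counts, with all their alternatives, were not run. Depth limits the genes at or near 0: in mesoderm repeat 2, of 503840 reads, a count of 0 allows up to 5.95 CPM. LINC-ROR, HHLA1, TBXT and FOXF1 were not tested at this depth.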

Other observations

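The tests of length bias and of the transcripts with no reference gene, and those on transcripts held by at least 2 group assemblies, were chosen only after those results were seen.

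The hPSC repeats differed more from each other than the repeats of any layer. Over 6500 genes with a mean of at least 20 counts, the SD of the log2 ratio of the repeats was 0.993 in hPSC, 0.669 in endoderm, 0.477 in mesoderm and 0.379 in ectoderm. Examples chosen after their values were seen are SOX2, with 71 and 5 counts, and SDC1, with 60 and 15. Technical trends account for little of it. The hPSC SD was 0.958 after a trend on GC content was removed, 0.980 after a trend on transcript length, 0.942 after both, and 0.967 with all libraries thinned to the same depth. The highest value of another group under these treatments was 0.658, 0.665, 0.655 and 0.641. These values argue against each of the 4 as the whole cause. A difference between the cultures, or in RNA handling, stays open and was not tested.

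The mesoderm libraries had few or no reads of TBXT, MIXL1 and FOXF1 and many of HAND1 and TBX3. A candidate explanation is that the cultures held cells of an amnion- or trophoblast-like type. Of the 22 genes on a list of such markers, 20 had reads and 18 were tested. In mesoderm 17 were called higher than hPSC, 17 also adjusted over the list alone, and all 17 were highest in mesoderm among the 4 groups. In ectoderm 1 was called higher and 3 lower (2 lower adjusted over the list alone). In endoderm 2 were called higher (3 adjusted over the list alone) and 4 lower. The list took 0.839% and 0.885% of the mesoderm counts, and 19 of the 20 genes with reads were highest in mesoderm. Of all genes tested, 16.9% were called higher in mesoderm. The number called in mesoderm was 16 or 17 under every alternative tried. The most abundant were GABRP, with 2269 and 2355 counts in mesoderm and 9 and 7 in hPSC, and IGFBP3, with 587 and 655 against 6 and 0. Genes with reads in mesoderm alone included WNT6, CGA and CYP19A1, CGA with 29 and 33 counts. Of the 20 genes with reads, 8 had at least 10 counts in a library of another group. The other candidate tested was lateral mesoderm. Of 12 genes on that list, 10 had reads and 5 were tested, and 4 (SNAI2, MEIS1, COL1A1 and COL3A1) were called higher in mesoderm and highest there, also adjusted over the list alone. This list took 0.411% and 0.476% of the mesoderm counts, and 8 of the 10 genes with reads were highest in mesoderm. Some of the 8 had few counts, such as FOXC1, with 1 and 0. In ectoderm none was called higher (5 tested), and in endoderm 1 was higher and 1 lower. COL1A1 had 1548 and 1880 counts in mesoderm and COL3A1 549 and 456, while HAND2 and TWIST1 had no reads and NKX2-5 had 1 and 0. The 4 called of 5 tested go with the lateral mesoderm candidate. They do not decide it, because most genes of the list had too few reads to be tested. The 2 candidates do not exclude each other, and the genes of the lists are not specific to these cells. ERVH48-1, with 51 and 55 counts, and ERVFRD-1, with 7 and 5, were also highest in mesoderm. A wrong label of both libraries was not tested. The medium contained BMP4, per the labels, and no biological cause was tested.

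The tested transcripts with no reference gene were mostly lower in the layers than in hPSC. In ectoderm 71.6% of the 109 tested were lower. Low expression does not account for it: among reference transcripts matched on total count, 21.7% were lower on average over 1000 draws and 33.0% at most. Several transcripts of a few loci do not account for all of it either, since 51.7% of the 60 loci were lower when each was counted once. A larger number of such transcripts assembled from the hPSC reads is not excluded. The hPSC assembly held 472, the endoderm assembly 398 and the mesoderm assembly 193, and the ectoderm assembly held 881 but was built from more reads. With the counts thinned to equal depth, 890 and 899 of the class were detected in ectoderm, against 822 and 831 in hPSC. In endoderm 712 and 697 were detected, and in mesoderm 614 and 663. In transcripts held by at least 2 group assemblies, and so by a layer, the share of this class was 0.528% in hPSC, 0.0668% in ectoderm, 0.102% in endoderm and 0.0544% in mesoderm (exact permutation p 0.00952). This goes against transcripts of the hPSC assembly alone as the whole cause. It does not decide the point, because the table does not name the assemblies that hold a transcript. The share of counts in this class stayed highest in hPSC without the 50 most abundant transcripts, with a range of the group means of 1.02 percentage points and an exact permutation p of 0.0190. The range of its group means was from 0.766 to 0.946 percentage points when 1 library was left out. A biological loss of intergenic transcription stays open as an untested hypothesis. Whether repeat families lie in these transcripts was not tested, and neither were other technical causes such as reads primed from DNA.

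Reads of ectoderm and mesoderm came from longer transcripts than those of hPSC. If the libraries were biased by length, transcripts of 1 gene would follow the same trend as different genes. Over 736 genes with at least 2 transcripts, the log2 fold change of ectoderm rose by 0.98 per doubling of length between genes (95% bootstrap interval 0.86 to 1.11) and by 0.45 within genes (0.34 to 0.58). In mesoderm the slopes were 0.50 between genes (0.37 to 0.67) and 0.27 within genes (0.16 to 0.41). In endoderm they were -0.11 and 0.02. A slope within genes above 0 is consistent with a length bias as part of the cause. In ectoderm the slope between genes was steeper, which leaves room for a difference in which genes are expressed. In mesoderm the 2 intervals overlap. The 2 cannot be told apart here, because truncated reads counted for short transcripts could flatten the slope within genes and because each layer was prepared in its own libraries.

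Intronic transcripts were detected most often in ectoderm. At equal depth the lower of the ectoderm libraries had 5509 and the highest of the other 6 had 5004, in mesoderm, but only the counts were thinned. The ectoderm assembly was built from the most reads and held 5167 intronic transcripts, against 788 to 1851 in the others. Of the intronic transcripts in the count table, 541 were held by at least 2 group assemblies, and their share of all counts in transcripts held so was highest in hPSC, at 0.373%, with 0.326% in ectoderm. Depth at the assembly step therefore stays open as a cause. Transcripts with retained introns also took more of the counts in ectoderm (3.17%) and mesoderm (2.38%) than in hPSC (1.77%). A larger part of unspliced RNA was not tested as the source.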
